# Distal regulatory elements identified by methylation and hydroxymethylation haplotype blocks from mouse brain

**DOI:** 10.1186/s13072-018-0248-3

**Published:** 2018-12-29

**Authors:** Qin Ma, Zhengzheng Xu, Huan Lu, Ziying Xu, Yuanyuan Zhou, Bifeng Yuan, Weimin Ci

**Keywords:** 5hmC, 5mC, Methylation haplotype block, Methylation haplotype load, Hydroxymethylation haplotype block

## Abstract

**Background:**

5-Hydroxymethylcytosine (5hmC) is an oxidation product of 5-methylcytosine (5mC), and adjacent CpG sites in mammalian genome can be co-methylated and co-hydroxymethylated due to the processivity of DNMT and TET enzymes.

**Results:**

We applied TAB-seq and oxBS-seq to selectively detect 5hmC and 5mC at base resolution in the mouse cortex, olfactory bulb and cerebellum tissues. We found that majority of the called 5hmC CpG sites frequently have 5mC modification simultaneously and are enriched in gene body regions of neuron development-related genes in brain tissues. Strikingly, by a systematic search of regions that show highly coordinated methylation and hydroxymethylation (MHBs and hMHBs), we found that MHBs significantly overlapped with hMHBs in gene body regions. Moreover, using a metric called methylation haplotype load, we defined a subset of 1361 tissue-specific MHBs and 3818 shared MHBs. Shared MHBs with low MHL correspond with developmental enhancers, and tissue-specific MHBs resemble the regulatory elements for tissue identity.

**Conclusions:**

Our results provide new insights into the role of coordinately oxidized 5mC to 5hmC as distal regulatory elements may involve in regulating tissue identity.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0248-3) contains supplementary material, which is available to authorized users.

## Background

The oxidation of 5mC to 5hmC is carried out by the 10–11 translocation (TET) enzymes [1]. A number of pathways to the removal of the methyl group of 5mC via 5hmC have been suggested and validated [2, 3], and thus, 5hmC is proposed as an intermediate of DNA demethylation. However, by mapping base-resolution methylomes in 17 adult mouse tissues with BS-seq method, previous study identified some tissue-specific hypomethylated regions which mark enhancers that are active in embryonic development but dormant in adult tissues [4]. Additionally, the oxidation of 5mC to 5hmC also occurs in brain at regulatory elements [5]. These results raise further questions that oxidation 5mC to 5hmC but not DNA hypomethylation may be required for tissue identity.

But 5hmC is cell-type specific and the pattern can be harnessed for analyzing heterogeneous samples. The small differences at single-CpG site between tissue types which could be important markers for small subpopulations in these tissues will be within the error range of the TAB-seq (TET-assisted bisulfite sequencing) method [6]. Strikingly, recent study has demonstrated superior sensitivity in detecting tissue-specific pattern with consideration of coordinated methylation of neighboring CpGs [7]. Due to the locally coordinated activities of DNMT and TET dioxygenase proteins, adjacent CpG sites on the same DNA molecule can share similar methylation and hydroxymethylation statuses. Thus, the analysis of CpG co-methylation and co-hydroxymethylation in cell populations within a tissue may aid in the deconvolution of heterogeneous tissue samples and elucidate the key regulatory elements for tissue identity. Therefore, the theoretical framework of linkage disequilibrium [8], which was developed to model the co-segregation of adjacent genetic variants on chromosomes in human populations, can be applied to the analysis of CpG co-methylation and co-hydroxymethylation in the cell populations of a tissue. However, single-base resolution profiling of both 5mC and 5hmC is crucial to understanding the functional role of the turnover from 5mC to 5hmC.

To the best of our knowledge, TAB-seq or oxBS-seq (oxidative bisulfite sequencing) [9] are the only currently available methods that can selectively detect 5hmC and 5mC, respectively, at base resolution. Herein, we applied the oxBS-seq and TAB-seq to profile 5mC and 5hmC at the single-nucleotide level in three brain tissues, including the cortex, olfactory bulb and cerebellum. Our results supported that a prominent role of coordinately oxidized 5mC to 5hmC as distal regulatory elements may involve in regulating tissue identity.

## Results

### Oxidization of 5mC to 5hmC but not global cytosine modification level characterizes brain tissues

Firstly, we performed TAB-seq and oxBS-seq on cerebellum, cortex and olfactory bulb tissues derived from female mice. 

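The levels behind these comparisons came from 16 libraries of mice at 8 weeks of age. TAB-seq, in which 5hmC is protected by a glucose and 5mC is oxidized by a TET enzyme so that only 5hmC is read as C after bisulfite conversion, had 3 libraries per tissue. OxBS-seq, in which 5hmC is oxidized first so that only 5mC is read as C, had 3 libraries of cortex, 2 of olfactory bulb and 2 of cerebellum. The authors mapped the reads uniquely to mm10 (GRCm38) with Bismark, tested each CpG site with a binomial model, and deposited for each library the 5hmC or 5mC level of genomic bins as a fraction between 0 and 1. The deposited values carry no read counts and no coverage, so the depth behind each bin is unknown and no interval for counting error can be given. The spread between replicates, as the SD, was used as the error throughout. The text does not state whether the level of a bin pools all reads or averages the CpG sites, or whether it uses only the sites called as modified.
The 5hmC levels were given in 2641 bins of 1 Mb on chromosomes 1 to 19 and X, and 60 of these bins were listed at 0 in every library. The 5mC levels were given in 26327 bins of 100 kb, of which between 628 and 640 per library were listed at 0. Bins listed at 0 or 1 in any library of an assay were left out, and the remaining 25664 bins of 100 kb were averaged without weights into bins of 1 Mb. Both assays were then compared over the same 2581 bins of 1 Mb. Within a tissue, Pearson's r across bins between replicate libraries was between 0.994 and 0.998 for 5hmC and between 0.983 and 0.995 for 5mC. Bins are not independent replicates, and no pair of libraries held identical values. Differences per bin were tested with limma on log2(level/(1 − level)), with all 3 tissues in one fit, and bins with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. Among the bins listed for the largest changes, limma gave every bin the same standard error for a given assay and pair of tissues. The p-value of a bin therefore does not reflect its own spread between libraries. The bins of a library can also shift together, so the counts are not of independent bins. Keeping the 100 kb bins, the filter on bins listed at 0 and the scale were the choices most open, and each was varied.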

We sequenced to an average depth of 23-fold genomic coverage per tissue (Additional file 2: Table S1). Biological replicates were included for each tissue sample from an independent mouse. The principal component analysis (PCA) plot clearly showed that both hydroxymethylomes and methylomes stored memory of the tissue identities with great concordance among replicates (Additional file 1: Figure S1A). 

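Over the 2581 bins of 1 Mb, the first principal component held 93.9% of the variance of the 5hmC levels and the second 5.30%. For 5mC they held 85.3% and 11.0%. The distance between libraries, taken as 1 minus Pearson's r across bins, was on average 0.159 between tissues and 0.00380 within tissues for 5hmC (9 libraries), a difference of 0.155. Of the 280 ways to split the 9 libraries into 3 groups of 3, only the real one gave a difference as large (one-sided exact permutation test, p = 0.00357). For 5mC (7 libraries) the distance was 0.139 between tissues and 0.0104 within tissues, a difference of 0.128, and only the real one of 105 splits gave a difference as large (one-sided exact permutation test, p = 0.00952). The lowest r within a tissue was 0.994 for 5hmC and 0.983 for 5mC, above the highest r between tissues, which was 0.944 for 5hmC and 0.938 for 5mC. Cortex and olfactory bulb were the closest pair of tissues, with a mean r of 0.941 for 5hmC and 0.930 for 5mC. The mean r between cerebellum and cortex was 0.795 for 5hmC and 0.815 for 5mC, and between cerebellum and olfactory bulb it was 0.788 and 0.828. The third cortex library of oxBS-seq stood apart from the other 2 on the first component, with a mean 5mC level of 0.660 against 0.685 and 0.687. With Euclidean distance in place of r, the difference between and within tissues was 2.25 for 5hmC and 1.57 for 5mC, and again no other split reached it. Sequencing batches or dates are not given in the labels used here, so the libraries could not be compared within batches.

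**Figure D1:**
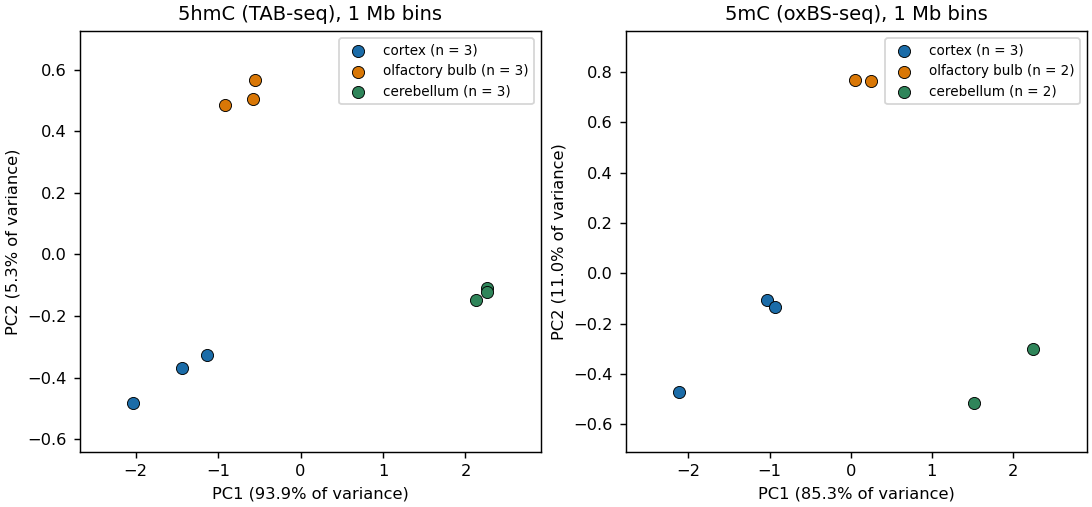
Principal components of the 5hmC levels (left, 9 TAB-seq libraries) and 5mC levels (right, 7 oxBS-seq libraries) over 2581 bins of 1 Mb. Each point is 1 library, the axes give the score on the first and second component with its share of the variance, and the library nearest to each point is one of the same tissue.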

Consistent with previous study, we observed non-CpG methylation in all three brain tissues but the majority of 5hmC and 5mC exist in a CpG context (Additional file 1: Figure S1B and S1C). Next, we focused on the 5hmC and 5mC modifications in the CpG context. As exampled in the *Auts2* gene locus, although the overall modification (5mC + 5hmC) was similar among the three brain tissues as determined by the BS-seq method [4], the extent and/or distribution of oxidized 5mC to 5hmC were different among tissues (Fig. 1a). 

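The region drawn in Fig. 1a on chromosome 5 overlaps 4 bins of 1 Mb, from 130000001 to 134000000 (GRCm38), and 2 of them lie wholly inside it. In the GENCODE annotation Auts2 (ENSMUSG00000029673.17) lies on the minus strand from 131437333 to 132543344, Caln1 on the plus strand from 130369455 to 130847412, and Wbscr17, there named Galnt17, on the minus strand from 130872082 to 131308497. The mean 5hmC level of the 4 bins was 0.220 ± 0.0114 (SD, n = 3) in cortex, 0.226 ± 0.00703 (SD, n = 3) in olfactory bulb and 0.185 ± 0.00232 (SD, n = 3) in cerebellum. All 3 cerebellum libraries were below all libraries of the other tissues (two-sided exact permutation test, p = 0.1 for each pair, the smallest p that 3 libraries against 3 allow). Olfactory bulb and cortex differed by 0.00619, less than the spread between replicates (exact permutation test, p = 0.4). Over the 2 bins wholly inside the region, olfactory bulb was higher by 0.0279 (two-sided exact permutation test, p = 0.1, the smallest possible). The mean 5mC level was 0.668 ± 0.0167 (SD, n = 3) in cortex, 0.661 ± 0.00533 (SD, n = 2) in olfactory bulb and 0.734 ± 0.0131 (SD, n = 2) in cerebellum. Cerebellum was higher than cortex by 0.0653 (exact permutation test, p = 0.1, the smallest p that 2 against 3 allow) and higher than olfactory bulb by 0.0725 (exact permutation test, p = 0.333, the smallest p that 2 against 2 allow), while olfactory bulb minus cortex was -0.00723 (exact permutation test, p = 0.7).
The sum of the mean 5mC and 5hmC levels in the region was 0.888 ± 0.0202 (root of the summed squared SDs) in cortex, 0.887 ± 0.00882 in olfactory bulb and 0.919 ± 0.0133 in cerebellum. The sum of olfactory bulb minus that of cortex was -0.00104 ± 0.0220. Cerebellum exceeded cortex by 0.0309 ± 0.0242 and olfactory bulb by 0.0319 ± 0.0160, more than the error in both cases. Within the region the distribution differed between tissues. In the bin from 130000001 to 131000000, with Caln1, the 5hmC level was 0.205 ± 0.0124 in cortex, 0.149 ± 0.00369 in olfactory bulb and 0.213 ± 0.00435 in cerebellum (SD, n = 3 each). In the bin from 132000001 to 133000000, which holds the 5′ part of Auts2, it was 0.251 ± 0.0139 in cortex, 0.288 ± 0.00735 in olfactory bulb and 0.217 ± 0.00563 in cerebellum (SD, n = 3 each), and the 5mC level was 0.662 ± 0.0169 (SD, n = 3), 0.565 ± 0.00974 (SD, n = 2) and 0.743 ± 0.0110 (SD, n = 2). This bin had the largest fall of 5mC from cortex to olfactory bulb of the genome among the bins past the threshold, with a log2 ratio change of -0.60 (standard error 0.08, adjusted p = 1.56e-10, limma). Over the 10 bins of 100 kb that lie wholly inside Auts2, the 5mC level was 0.634 ± 0.0198 (SD, n = 3) in cortex, 0.527 ± 0.0177 (SD, n = 2) in olfactory bulb and 0.731 ± 0.0169 (SD, n = 2) in cerebellum. Over the 17 bins of 100 kb of the region outside Auts2 it was 0.669 ± 0.0158 (SD, n = 3), 0.722 ± 0.00204 (SD, n = 2) and 0.702 ± 0.0143 (SD, n = 2), so from cortex to olfactory bulb 5mC fell inside Auts2 and rose outside it.
Taken as differences between libraries with the same replicate number (replicate block, with the numbers from the labels), 5hmC was lower in cerebellum than in cortex by a mean of -0.0344 ± 0.0137 (SD of 3 pairs) and than in olfactory bulb by -0.0406 ± 0.00934 (SD of 3 pairs), and 5mC was higher by 0.0568 ± 0.0243 (SD of 2 pairs) and 0.0725 ± 0.00777 (SD of 2 pairs). Olfactory bulb minus cortex was 0.00619 ± 0.00442 for 5hmC, above 0 in all 3 pairs, and -0.0157 ± 0.0166 for 5mC (SD of 2 pairs). These 5mC differences were not computed with the numbers of the library names, which pair other libraries. Over the genome, and averaged over all pairs of tissues, the deviations of the bins from the tissue means correlated with r = 0.00181 between libraries with the same number and r = -0.00153 between libraries with different numbers for 5hmC (r = 0.240 and -0.122 for cortex and olfactory bulb alone), and with r = -0.0333 and r = 0.0200 for 5mC, or r = 0.0728 and r = -0.0331 with the numbers of the library names. Deviations from a tissue mean cancel out over its libraries, so the values for different numbers follow largely from those for the same number. A change of scale reversed the direction of the 5hmC difference. With each library's mean over all bins subtracted, the region was higher in 5hmC in cerebellum than in cortex by 0.0339 and than in olfactory bulb by 0.00920.

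**Figure D2:**
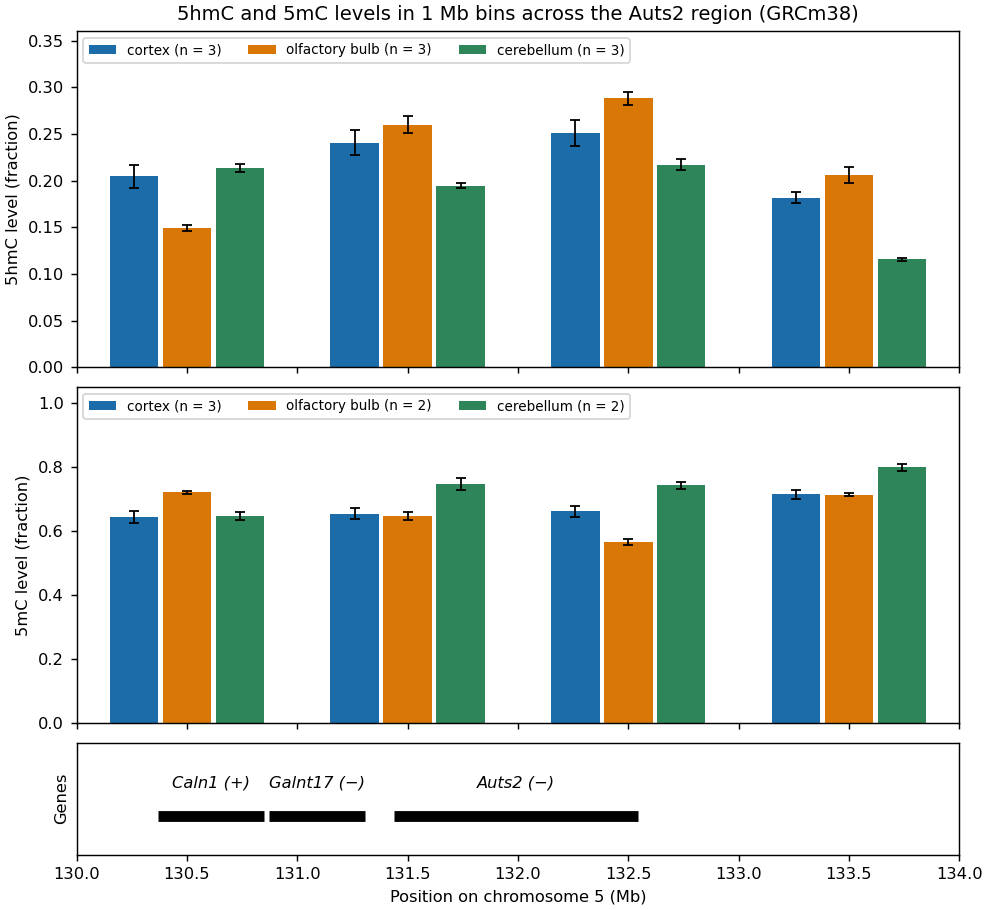
Mean 5hmC level (top, fraction) and 5mC level (middle, fraction) in the 4 bins of 1 Mb that overlap the region, by tissue, against the position on chromosome 5, with the genes below as bars and their strand in brackets. Error bars are the SD between libraries, and the bin that starts at 132000001 shows the highest 5hmC in olfactory bulb (0.288) together with its lowest 5mC (0.565).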

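Over the 2581 bins of 1 Mb, the mean 5hmC level was 0.163 ± 0.00946 (SD, n = 3) in cortex, 0.145 ± 0.00431 (SD, n = 3) in olfactory bulb and 0.0949 ± 0.00176 (SD, n = 3) in cerebellum. The 3 libraries ranged from 0.155 to 0.173 in cortex, from 0.142 to 0.150 in olfactory bulb and from 0.0938 to 0.0969 in cerebellum, so no library of one tissue overlapped those of another. Each pair of tissues gave p = 0.1 in the two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. The order was the opposite for 5mC, with a mean level of 0.677 ± 0.0147 (SD, n = 3) in cortex, 0.707 ± 0.00285 (SD, n = 2) in olfactory bulb and 0.731 ± 0.0114 (SD, n = 2) in cerebellum, again with no overlap between tissues. The exact permutation test gave p = 0.1 for olfactory bulb and for cerebellum against cortex and p = 0.333 for cerebellum against olfactory bulb, in each case the smallest p that these numbers of libraries allow. 5hmC made up 19.4% of the sum of both modifications in cortex, 17.0% in olfactory bulb and 11.5% in cerebellum.
As differences between libraries with the same replicate number (replicate block), 5hmC changed by -0.0185 ± 0.00579 from cortex to olfactory bulb, by -0.0683 ± 0.0109 from cortex to cerebellum and by -0.0498 ± 0.00537 from olfactory bulb to cerebellum (SD of 3 pairs each). For 5mC the paired differences were 0.0217 ± 0.00445, 0.0457 ± 0.0130 and 0.0240 ± 0.00854 (SD of 2 pairs each), against 0.0301, 0.0541 and 0.0240 between the tissue means. The pairing is taken from the labels. For 5mC the numbers in the library names pair other libraries, and the paired differences were not computed with them. The correlation across bins of the deviations from the tissue means, which leaves out shifts in a library's overall level, was r = 0.00181 for the same number and -0.00153 for different numbers for 5hmC, averaged over all pairs of tissues, and r = -0.0333 and 0.0200 for 5mC. The average covers unlike pairs. It was r = 0.240 and -0.122 for cortex and olfactory bulb, whose mean 5hmC levels were also both highest in replicate 2 (0.173 and 0.150), but r = -0.160 and 0.0804 for cortex and cerebellum and r = -0.0744 and 0.0370 for olfactory bulb and cerebellum. With the numbers of the library names, r for 5mC was 0.0728 against -0.0331. Because deviations from a tissue mean cancel out over its libraries, r for different numbers follows largely from r for the same number. The second value of each pair is thus no separate comparison. The alternative that moved the 5hmC difference between cerebellum and cortex most was the median over bins, with -0.0816 in place of -0.0683. The mass spectrometry values themselves were not analysed here.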

The relative 5mC and 5hmC levels in the three tissues are consistent with the results from mass spectrometry (Additional file 1: Figure S1D).

**Fig. 1:**
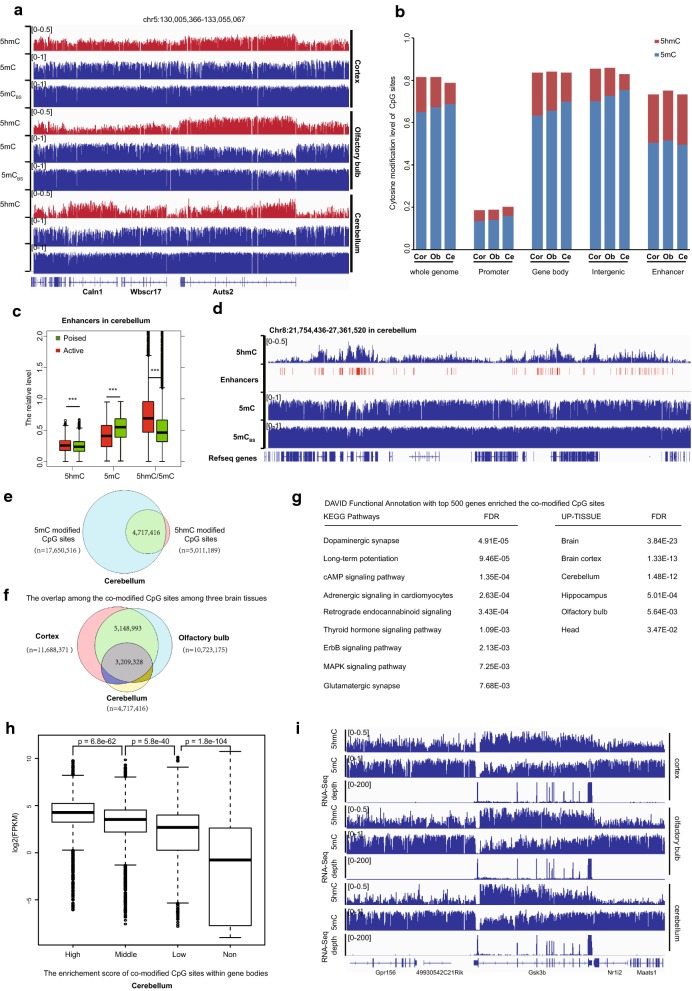
Oxidization of 5mC to 5hmC occurs globally at gene bodies for brain development-related genes. **a** Wiggle tracks of the 5hmC, 5mC and total modification (5hmC + 5mC) profiles in a genomic region on chromosome 5. **b** Average 5hmC and 5mC levels in different genomic elements determined by TAB-seq and oxBS-seq, respectively. The promoter is defined as being 500 bp upstream of the TSS. **c** Box plots of the 5hmC, 5mC and 5hmC/5mC levels in the active enhancers and poised enhancers in the cerebellum. **d** Wiggle tracks of the 5hmC, 5mC and total modification (5hmC + 5mC) profiles for a representative region with enriched enhancers. **e** Venn plot of the co-occurrence of 5hmC and 5mC at the same CpG site in the cerebellum. **f** Venn plot of the overlap for the co-modified CpG sites among the three brain tissues. **g** The DAVID Functional Annotation for the top 500 genes enriched in the co-modified CpG sites among the three brain tissues. **h** The association between gene expression level and the enrichment score of the co-modified CpG sites within gene body regions. The enrichment score was calculated as described in “Methods” section. Non represents that the enrichment score is less than 0. Statistical significances were evaluated by rank-sum test. **i** Graphical representation of the association between gene expression (depths of RNA-seq) and the average 5hmC, 5mC level in *gsk3b* gene locus

Moreover, both 5mC and 5hmC modifications are identified in all genomic elements, especially enhancers (Fig. 1b). 

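The deposited bins are larger than promoters and enhancers, so levels could be compared only between bins that genes cover almost wholly and bins with few genes. Of the bins of 1 Mb, 46 were covered by genes over at least 95% of their length and 215 over at most 5% (GENCODE, GRCm38). The 5hmC level of the genic bins was 0.196 ± 0.0109 in cortex, 0.183 ± 0.00452 in olfactory bulb and 0.130 ± 0.00205 in cerebellum (SD, n = 3 each). In the bins with few genes it was 0.113 ± 0.00750, 0.0939 ± 0.00448 and 0.0458 ± 0.00165 (SD, n = 3 each). The difference was 0.0836 ± 0.00341 in cortex, 0.0893 ± 0.00306 in olfactory bulb and 0.0840 ± 0.00167 in cerebellum (SD, n = 3 each), many times the spread between replicates. 5mC went the other way. It was 0.653 ± 0.0134 (SD, n = 3) in the genic bins of cortex and 0.740 ± 0.0132 in its bins with few genes, 0.691 ± 0.00366 (SD, n = 2) and 0.774 ± 0.00207 in olfactory bulb, and 0.728 ± 0.0123 (SD, n = 2) and 0.787 ± 0.0112 in cerebellum. In the 100 kb bins of the oxBS-seq libraries, the 5mC level of the 4433 bins wholly inside genes minus that of the 3623 bins without any gene was -0.0670 ± 0.00264 (SD, n = 3) in cortex, -0.0690 ± 0.00416 (SD, n = 2) in olfactory bulb and -0.0538 ± 0.000688 (SD, n = 2) in cerebellum. Promoters and enhancers were not analysed here.

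**Figure D3:**
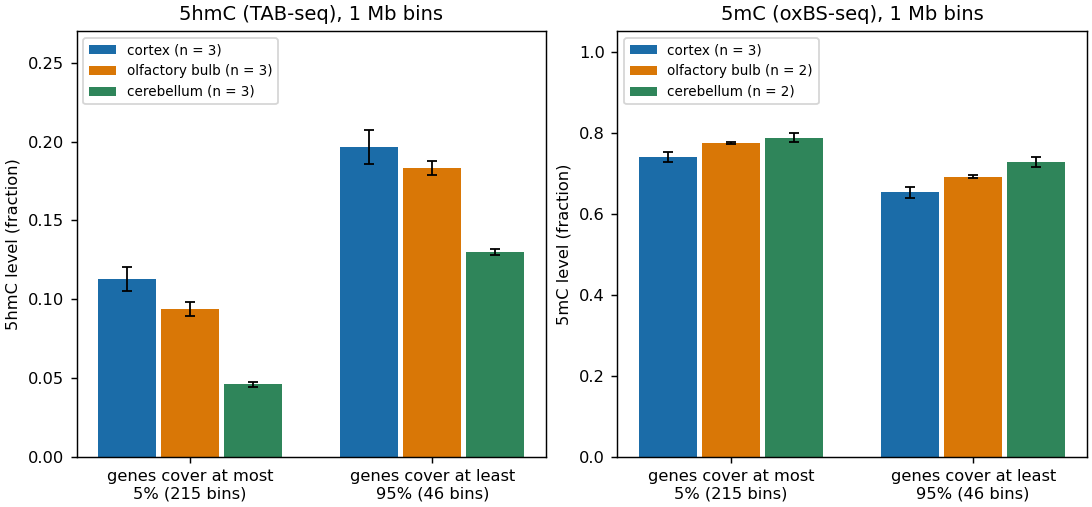
Mean 5hmC level (left, fraction) and 5mC level (right, fraction) in 1 Mb bins with few genes (215 bins) and in bins covered by genes (46 bins), by tissue, with the SD between libraries as error bars. In all 3 tissues 5hmC was higher and 5mC lower in the bins covered by genes.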

We found that in contrast to the relative depletion of 5mC, 5hmC CpG sites were enriched in the enhancer regions (Fig. 1b and Additional file 1: Figure S1E). Thus, oxidization of 5mC to 5hmC but not DNA demethylation (hypomethylation) may also be required for enhancer activity which will escape from the detection of BS-seq method [10, 11]. To address this, we compiled the available enhancer data for the three brain tissues from the mouse Encyclopedia of DNA Elements (ENCODE) Project [12]. As predicted, although the global hypomethylation can significantly distinguish the active enhancers from poised enhancers, active enhancers also showed significantly higher levels of 5hmC/5mC compared to poised enhancers (Fig. 1c). A representative locus is shown in Fig. 1d. Thus, oxidized 5mC to 5hmC may play an important role in tissue identity, at least partially through the regulation of enhancer activity.

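The region drawn in Fig. 1d on chromosome 8 overlaps 7 bins of 1 Mb, from 21000001 to 28000000 (GRCm38), too coarse to separate its enhancers from their surroundings. In cerebellum the mean 5hmC level of these bins was 0.0945 ± 0.00194 (SD, n = 3), against 0.0964 ± 0.00200 (SD, n = 3) over chromosome 8. Within each library, the region minus the chromosome was -0.00197 ± 0.000620 (SD, n = 3). This depended on the bins at the ends of the region. The bin from 21000001 to 22000000, of which only the last part belongs to the region and which holds Defb1 and other defensin genes, had a level of 0.0214 ± 0.00136 (SD, n = 3), the lowest of the chromosome. Over the 5 bins wholly inside the region, the 5hmC level exceeded that of the chromosome by 0.0212 ± 0.000359 (SD, n = 3). The highest of them was the bin from 25000001 to 26000000, with Nsd3, Tacc1 and Kcnu1, at 0.131 ± 0.00397 (SD, n = 3), and the lowest was the bin from 24000001 to 25000000, with Zmat4, Adam32 and Adam5, at 0.0798 ± 0.00124 (SD, n = 3). In the same pair of bins the 5mC level was 0.686 ± 0.0140 and 0.770 ± 0.0115 (SD, n = 2). Over all 7 bins the 5mC level was 0.715 ± 0.0108 (SD, n = 2), against 0.731 ± 0.0117 (SD, n = 2) over the chromosome.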

More importantly, with the single-nucleotide resolution mappings of both 5mC and 5hmC, we found that majority of the called 5hmC CpG sites frequently have 5mC modification simultaneously (co-modified sites) in all three brain tissues (Fig. 1e). Given that 5mC and 5hmC are binary for any particular cytosine, the co-occurrence of the two modifications indicates that the oxidization of 5mC to 5hmC occurs in a subset of cells within the tissues. Consistent with this scenario, we found that the co-modified CpG sites were not randomly distributed in brain tissues and showed great concordance among three brain tissues (Fig. 1f). Furthermore, DAVID functional annotation for the genes that enriched the shared co-modified sites among the three tissues revealed multiple neuron development-related KEGG pathways, such as dopaminergic synapse, retrograde endocannabinoid signaling and glutamatergic synapse (Fig. 1g). And these genes were also specifically expressed in the brain (Fig. 1g, DAVID Functional Annotation, UP-TISSUE). In contrast, the most enriched KEGG pathway is drug metabolism for the top 500 genes that enriched the 5mC-modified CpG sites in three brain tissues. And these genes were specifically expressed in the unfertilized egg (Additional file 1: Figure S1F and S1G). More importantly, further analyses including RNA-seq data (Additional file 2: Table S2) showed that the genes that enriched co-modified CpG sites within gene body regions were expressed higher compared to the genes without enrichments (Fig. 1h and Additional file 1: Figure S1H). A representative locus at *GSK3B* gene, a serine–threonine kinase involved in neuronal cell development [13], is shown in Fig. 1i. 

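Gsk3b (ENSMUSG00000022812.14) lies on the plus strand of chromosome 16 from 38089001 to 38246084 (GRCm38), in the bin of 1 Mb from 38000001 to 39000000, of which genes cover a share of 0.813. The 5hmC level of this bin was 0.203 ± 0.0139 in cortex, 0.191 ± 0.00407 in olfactory bulb and 0.120 ± 0.00167 in cerebellum (SD, n = 3 each). It exceeded the mean of chromosome 16 by 0.0279 ± 0.00386 in cortex, 0.0318 ± 0.00139 in olfactory bulb and 0.0169 ± 0.00223 in cerebellum (SD, n = 3 each), above 0 in all 9 libraries. The 5mC level of the bin was 0.617 ± 0.0161 (SD, n = 3) in cortex, 0.614 ± 0.00602 (SD, n = 2) in olfactory bulb and 0.705 ± 0.0169 (SD, n = 2) in cerebellum, below the mean of chromosome 16, which was 0.682, 0.713 and 0.750. The 100 kb bin from 38100001 to 38200000, which lies wholly inside Gsk3b, had a 5mC level of 0.455 ± 0.0316 (SD, n = 3) in cortex, 0.433 ± 0.0226 (SD, n = 2) in olfactory bulb and 0.575 ± 0.0150 (SD, n = 2) in cerebellum. The 10 bins of 100 kb within 500 kb on either side of the gene had a mean 5mC level of 0.619 ± 0.0185 (SD, n = 3), 0.647 ± 0.00391 (SD, n = 2) and 0.708 ± 0.0169 (SD, n = 2). The 5hmC levels were given only per 1 Mb, so 5hmC inside the gene could not be set apart from the rest of its bin. The RNA-seq libraries of Fig. 1i were not analysed here.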

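The number of 1 Mb bins that differed between tissues was counted for 5hmC, for 5mC and for their sum. At an adjusted p-value under 0.05 (limma, 2581 bins), 5hmC differed in 1831 bins between olfactory bulb and cortex, with 84 higher and 1747 lower in olfactory bulb. Between cerebellum and cortex it differed in 2531 bins, with 11 higher and 2520 lower in cerebellum, and between cerebellum and olfactory bulb in 2400 bins, with 31 higher and 2369 lower. 5mC changed mostly the other way. It differed in 1588 bins between olfactory bulb and cortex (1570 higher and 18 lower in olfactory bulb), in 2207 bins between cerebellum and cortex (2129 higher and 78 lower in cerebellum) and in 1475 bins between cerebellum and olfactory bulb (1285 higher and 190 lower). In at least 1 of the 3 tissues, 2555 bins differed in 5hmC and 2329 in 5mC. The sum of both, estimated per bin from the TAB-seq and oxBS-seq libraries in one model on the fraction scale, differed in 154 bins between olfactory bulb and cortex, in 797 bins between cerebellum and cortex (103 higher and 694 lower in cerebellum) and in 1134 bins between cerebellum and olfactory bulb (27 higher and 1107 lower). With each library centred on its median over bins, 838, 1741 and 1637 bins differed in the sum for the same 3 pairs of tissues, and the main direction between cerebellum and the other tissues was the opposite, with 1350 higher and 391 lower than in cortex and 1229 higher and 408 lower than in olfactory bulb. Over the genome, the sum of the mean levels was 0.840 ± 0.0175 in cortex, 0.852 ± 0.00516 in olfactory bulb and 0.826 ± 0.0115 in cerebellum (root of the summed squared SDs). It differed by 0.0117 ± 0.0182 between olfactory bulb and cortex and by -0.0141 ± 0.0209 between cerebellum and cortex, both within the error, and by -0.0258 ± 0.0126 between cerebellum and olfactory bulb. With the median over bins in place of the mean, the difference between cerebellum and cortex was -0.0273 ± 0.0214, larger than the error. With 1 library left out at a time, the difference in means ranged from -0.0226 to -0.00608 over 11 fits. Whether it lies within the error of 0.0209 thus depends on single libraries. Without the third oxBS-seq library of cortex, 1524 bins differed in the sum between cerebellum and cortex.
With the replicate number of the labels as a block in the model (replicate block), 1903, 2539 and 2412 bins differed in 5hmC for the same 3 pairs of tissues, 1481, 2229 and 1893 in 5mC, and 115, 985 and 1207 in the sum. Averaged over all pairs of tissues, the deviations from the tissue means correlated with r = 0.00181 between libraries with the same number and r = -0.00153 between the others for 5hmC (r = 0.240 and -0.122 for cortex and olfactory bulb alone), and with r = -0.0333 and r = 0.0200 for 5mC. With the numbers of the library names as the block, 2125, 2322 and 1672 bins differed in 5mC, and r was 0.0728 for the same number and -0.0331 for different numbers. As the deviations cancel out within a tissue, r for different numbers is largely set by r for the same number.
The largest fall in 5hmC from cortex to cerebellum was in the bin from 32000001 to 33000000 on chromosome 10, with Nkain2, where the level was 0.193 in cortex and 0.0415 in cerebellum, a log2 ratio change of -2.46 (standard error 0.07, adjusted p = 1.15e-235, limma). This standard error was the same in all 5hmC bins listed for the largest changes, so these p-values do not measure a bin's own spread. The bin from 77000001 to 78000000 on chromosome 4, inside Ptprd, had the next largest fall, from 0.207 to 0.0575, and its 5mC level rose from 0.628 to 0.796. The largest rise in 5hmC from cortex to cerebellum was in the last bin of chromosome 14, from 124000001 to 124902244, with Fgf14, from 0.177 to 0.244, a log2 ratio change of 0.59 (standard error 0.07, adjusted p = 9.02e-16, limma). From cortex to olfactory bulb, 5hmC rose most in the bin from 89000001 to 90000000 on chromosome 12, inside Nrxn3, from 0.214 to 0.288, and fell most in the bin from 76000001 to 77000000 on chromosome 4, inside Ptprd, from 0.244 to 0.164. From olfactory bulb to cerebellum, 5hmC fell most in the bin from 115000001 to 116000000 on chromosome 2, with Meis2, from 0.239 to 0.0729, where 5mC rose from 0.605 to 0.774. The largest rise of 5mC from cortex to cerebellum was in the bin from 91000001 to 92000000 on chromosome 7, inside Dlg2, from 0.572 to 0.766.
Across the 2581 bins, which are not independent replicates, the difference in 5mC and the difference in 5hmC between the tissue means had opposite signs in 92.1% of bins for olfactory bulb minus cortex, 92.0% for cerebellum minus cortex and 82.3% for cerebellum minus olfactory bulb. Pearson's r between them was -0.691, -0.723 and -0.777, and Spearman's rho was -0.657, -0.692 and -0.765. The paper proposes that the oxidization of 5mC, and not the global modification level, may regulate tissue identity.

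**Figure D4:**
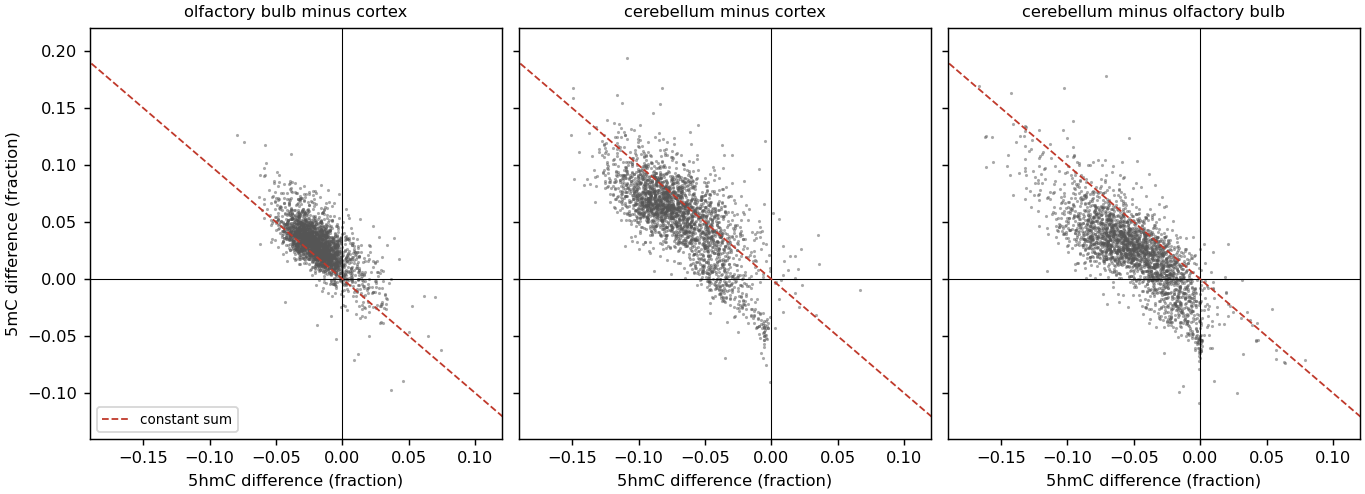
Difference in 5mC level (vertical axis, fraction) against the difference in 5hmC level (horizontal axis, fraction) between tissue means, for each pair of tissues. Each point is 1 of 2581 bins of 1 Mb, the dashed line marks a constant sum of both levels, and most bins fall in the upper left part, with less 5hmC and more 5mC.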

Collectively, oxidization of 5mC to 5hmC but not global modification level may regulate the brain tissue identity.

### Identification of methylation and hydroxymethylation haplotype blocks that significantly overlapped and co-localized with the regulatory elements

5mC is cell-type specific, and the pattern of small subpopulation cells which may be important markers for the tissue type will hardly be identified due to the technical noise in measuring single-CpG methylation. Recently, Guo et al. [7] have demonstrated superior sensitivity with consideration of coordinated methylation of neighboring CpGs in detecting tissue-specific pattern. However, most of the recent efforts rely on the measurement of 5mC level by BS-seq method which cannot capture the oxidation of 5hmC to 5hmC without changing the overall cytosine level. Thus, an unbiased methylation status of multiple CpG sites in paired Illumina sequencing reads of oxBS-seq was extracted to form methylation haplotypes, and a pairwise “linkage disequilibrium” of CpG methylation LD *r*^2^ was calculated as previously reported [7]. We partitioned the genome into blocks of tightly coupled CpG methylation sites (which we refer to as MHBs; a representative MHB is shown in Fig. 2a) using LD *r*^2^ cutoff of 0.5. We identified 10,809 MHBs with an average size of 501 bp and a minimum of four CpGs per block, which tended to be tightly co-regulated on the epigenetic status at the level of single DNA molecules (Additional file 1: Figure S2A and S2B; Additional file 3: Table S3). The majority of the CpG sites within the same MHBs were nearly perfectly coupled (LD *r*^2^ ~ 1.0). The MHBs established by the oxBS-seq data represent a distinct type of genomic feature that partially overlaps with known genomic elements. Among all of the MHBs, 4421 (40.9%) were located in intergenic regions, whereas 6388 (59.1%) regions were located in transcribed regions (Fig. 2b). These MHBs were significantly enriched in promoters, gene body regions and enhancers (Fig. 2c). Collectively, coordinately 5mC at block level that are directly or indirectly coupled to transcriptional regulation.

**Fig. 2:**
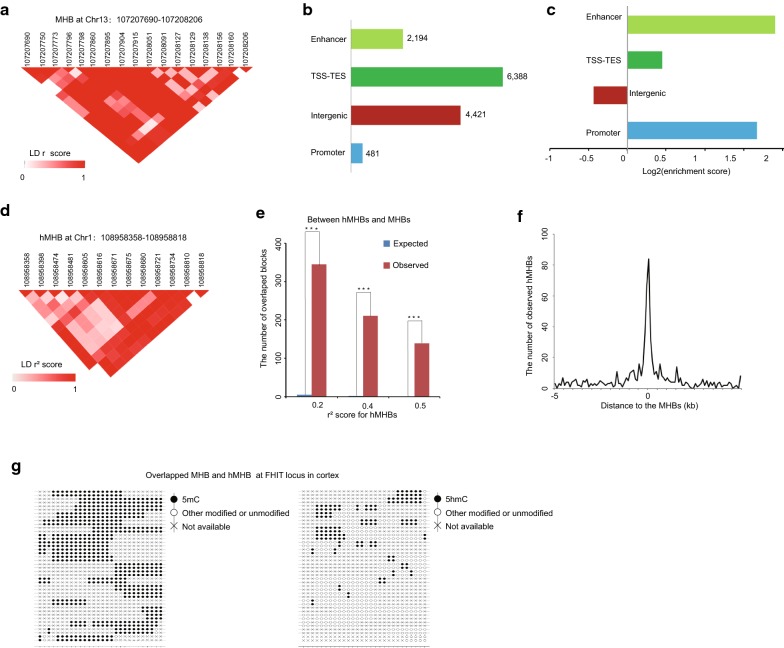
Characterization of the methylation haplotype blocks (MHBs) and tissue clustering based on methylation haplotype load. **a** An example of a MHB at the gene body of the gene at chromosome 13. The LD *r*^2^ scores between the CpG sites in the MHB were represented in heatmap. The scale bar from white to red represents the LD *r*^2^ scores between the two CpG sites from low to high. **b** Co-localization of MHBs (*n* = 10,809) with known genomic elements. **c** Enrichment of MHBs in known genomic features. **d** An example of a hMHB at Chromosome 1. The LD *r*^2^ scores between the CpG sites in the MHB were represented in heatmap. The scale bar from white to red represents the LD *r*^2^ scores between the two CpG sites from low to high. **e** The overlap between the hydroxymethylation haplotype blocks (hMHBs) and MHBs in gene body regions. The expected number of overlapped blocks was evaluated by random sampling method. The coordination was measured under different cutoffs for the LD *r*^2^ score of linkage disequilibrium two adjacent CpG sites hydroxymethylation. *P* values were calculated by hypergeometric test. ***Represents *p* value < 0.0001. **f** The observed number of the segment middle for hMHBs within 5 k of the segment middle for MHBs within gene body regions. The number for the segment middle for hMHBs was evaluated in the 100 bp bin. **g** Lollipop plots showing the 5mC and 5hmC modification of neighboring CpGs of a DNA molecule at FHIT locus, overlapped MHB and hMHB

To further prove the oxidization of 5mC to 5hmC also occurring in coordinated manner, we examined whether the MHBs were overlapped with hydroxymethylation haplotype blocks (hMHBs) as defined by the TAB-seq data (see “Methods” section). We focused on gene body regions since the 5hmC level is extremely low in intergenic regions within the error rate of TAB-seq method. 

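The 5hmC level rose with the share of a bin that genes cover. Across the 2581 bins of 1 Mb, which are not independent replicates, Pearson's r between the 5hmC level and this share was 0.553 ± 0.00155 in cortex, 0.520 ± 0.00465 in olfactory bulb and 0.597 ± 0.00228 in cerebellum (mean ± SD over 3 libraries each). The choice that moved it most was Spearman's rho in cortex, with 0.583. In the 258 bins with the lowest gene share, of which genes covered on average a share of 0.0237, the 5hmC level was 0.114 ± 0.00752 in cortex, 0.0954 ± 0.00447 in olfactory bulb and 0.0473 ± 0.00158 in cerebellum (SD, n = 3 each). In the 258 bins with the highest gene share it was 0.195 ± 0.0109, 0.180 ± 0.00455 and 0.129 ± 0.00244 (SD, n = 3 each). The deposited levels include no spike-in values, so the error rate of TAB-seq could not be read from them. As a lower bound of what the bins showed, 1% of bins had a 5hmC level under 0.0203 ± 0.000642 in cortex, 0.0146 ± 0.00218 in olfactory bulb and 0.0143 ± 0.00231 in cerebellum (SD, n = 3 each).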

We partitioned the genome into blocks of tightly coupled CpG hydroxymethylation sites using LD *r*^2^ cutoff of 0.2. We identified 2296 hMHBs which tended to be tightly co-regulated on the epigenetic status at the level of single DNA molecules (Additional file 5: Table S5). A representative hMHB at chromosome 1 is shown in Fig. 2d. As expected, we did find that the hMHBs were significantly overlapped with MHBs in gene body regions (Fig. 2e). To more precisely quantify resolution, we calculated the cumulative distribution of distance between MHB and hMHBs in gene body regions. And majority of hMHBs were co-localized with MHBs for distances less than 500 bp (Fig. 2f). As shown in Fig. 2g, within the same locus, both tightly coupled methylated CpGs and hydroxymethylated CpGs statuses were identified at the level of individual reads. This indicated coordinated methylation and hydroxymethylation of neighboring CpGs allowed for the detection of small subpopulations differences within tissue.

### Block-level analysis using methylation haplotype load can aid in the deconvolution of heterogeneous brain tissues

To enable a quantitative analysis of the co-methylation patterns within individual MHBs across samples, we used the same metric called methylation haplotype load (MHL) as the weighted mean of the fraction of fully methylated haplotypes and substrings at different lengths [7]. Consistent with a previous study [7], the block-level analysis based on the MHL distinguished these three brain tissues (Fig. 3a). To identify a subset of MHBs for effective clustering of these three brain tissues, we calculated a tissue-specific index (TSI) for each MHB (“Methods” section). We identified a set of 3818 shared MHBs and 1361 tissue-specific MHBs (Additional file 4: Table S4). Within these tissue-specific MHBs, we compared the performance for effective clustering of the different tissues between the average methylation level (AML), the average hydroxymethylation level (AHL) and the average methylation level (AML_BS_) from published BS-seq data (Fig. 3b) [4]. A subset of tissue-specific MHBs can also be identified by AML (Fig. 3b). However, the clustering performance of AHL was limited by the technical noise and sensitively in measuring single-CpG hydroxymethylation. And AML_BS_ in the blocks had the worst performance for clustering tissue-specific MHBs (Fig. 3b). Collectively, oxidization of 5mC to 5hmC but not global modification level may be the key feature for tissue-specific MHBs which will escape from the detection of BS-seq method.

**Fig. 3:**
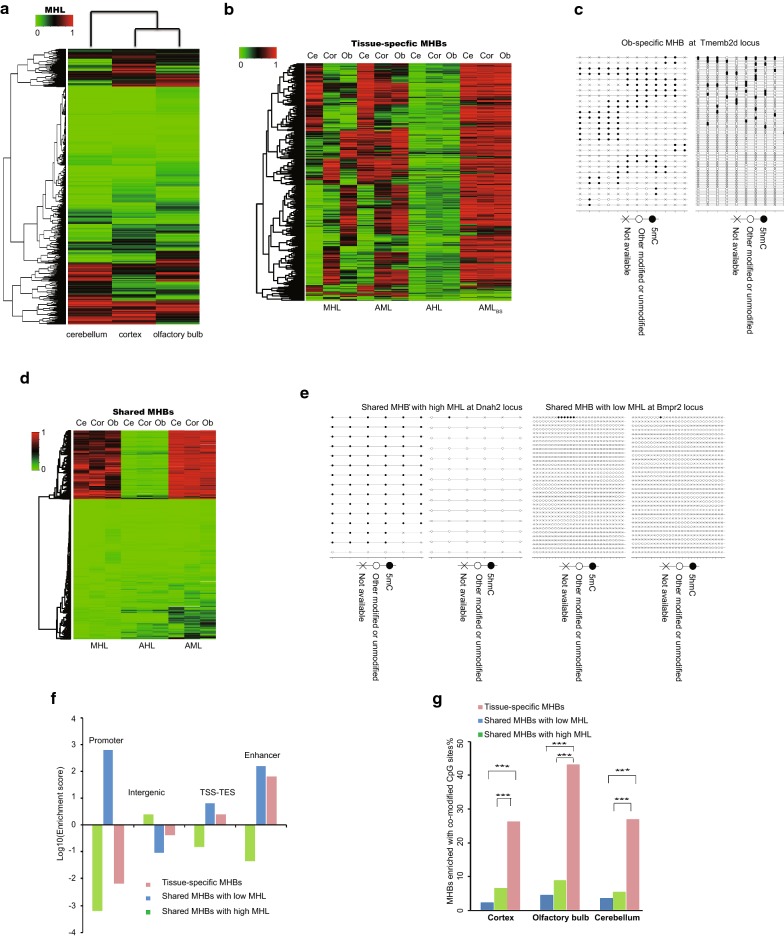
Tissue-specific co-methylation regions capture the local co-hydroxymethylation regions. **a** MHL-based unsupervised clustering of mouse cerebellum, cortex and olfactory bulb using all MHBs. **b** Comparison of the cluster performance to the brain tissues using the MHL, the average methylation level (AML), the average hydroxymethylation level (AHL) and the average methylation level from BS-seq (AML_BS_) metrics in the tissue-specific MHBs. **c** Lollipop plots showing the 5mC and 5hmC modification of neighboring CpGs of a DNA molecule within a representative olfactory bulb-specific MHB. **d** Shared MHBs showed bimodal distribution of MHL and low level of 5hmC. AHL: average hydroxymethylation level, AML: average methylation level. **e** Lollipop plots showing the 5mC and 5hmC modification of neighboring CpGs of a DNA molecule (or a sequencing read) within two representative shared MHBs in olfactory bulb. **f** Enrichment of tissue-specific MHBs and shared MHBs with low or high MHLs in known genomic features. **g** The percentages of MHBs with enriched co-modified CpG sites for tissue-specific MHBs and shared MHBs with low or high MHLs in the three tissues. Statistical significance is evaluated by hypergeometric test. ***Represents *p* value < 0.0001

### Tissue-specific MHBs but not shared MHBs capture the local co-modified regions

To evaluate whether the small subpopulations differences could be important markers for tissue type, we examined whether the tissue-specific MHBs but not shared MHBs capture the local co-modified CpGs. Strikingly, we found that the tissue-specific MHBs (*n* = 1361) have a high MHL, the highest level of 5hmC and moderate levels of 5mC, which were specifically enriched in the enhancer regions (Additional file 1: Figure S2C and Fig. 3f). This is consistent with scenario that oxidization of 5mC to 5hmC may act as new regulatory elements in regulating tissue identity. A representative olfactory bulb-specific MHB is shown in Fig. 3c. In contrast, the shared MHB showed a bimodal distribution of the MHL (1257 for MHB with high MHL, 2561 for MHB with low MHL) and low level of 5hmC (Fig. 3d). The shared MHBs with high MHLs had the highest 5mC level and a residual 5hmC level, which were enriched in the intergenic regions (Additional file 1: Figure S2C and Fig. 3f). The shared MHBs with low MHLs had both the lowest 5mC and 5hmC levels, which were enriched in promoter regions (Additional file 1: Figure S2C and Fig. 3f). Two representative shared MHBs are shown in Fig. 3e. Furthermore, we identified a significant enrichment of co-modified CpG sites in the tissue-specific MHBs but not in the shared MHBs in all three tissues (Fig. 3g). Collectively, tissue-specific MHBs but not shared MHBs capture the local co-modified regions.

### Shared MHBs with low MHL, but not tissue-specific MHBs, correspond with developmental enhancers

Given MHBs are enriched in enhancer regions, we asked whether MHBs are regulatory elements which may regulate brain development. Then, we compared them to publicly available genomic annotations. We found that shared MHBs with low MHL were enriched in active enhancers in embryonic stem cells and developing brain from E14.5 (Data from ENCODE), and shared MHBs with high MHL were not enriched in active enhancers (Fig. 4a, b). These results are consistent with recent findings that some hypomethylated regulatory elements are dormant in adult tissue but active in embryonic development [4]. In contrast, tissue-specific MHBs were enriched for stronger enhancers in adult tissues compared to embryonic stem cells and the whole brain from embryonic day E14.5 (Fig. 4a, b). Collectively, shared MHBs with low MHL correspond with developmental enhancers, but tissue-specific MHBs were enriched in active enhancers in adult tissues.

**Fig. 4:**
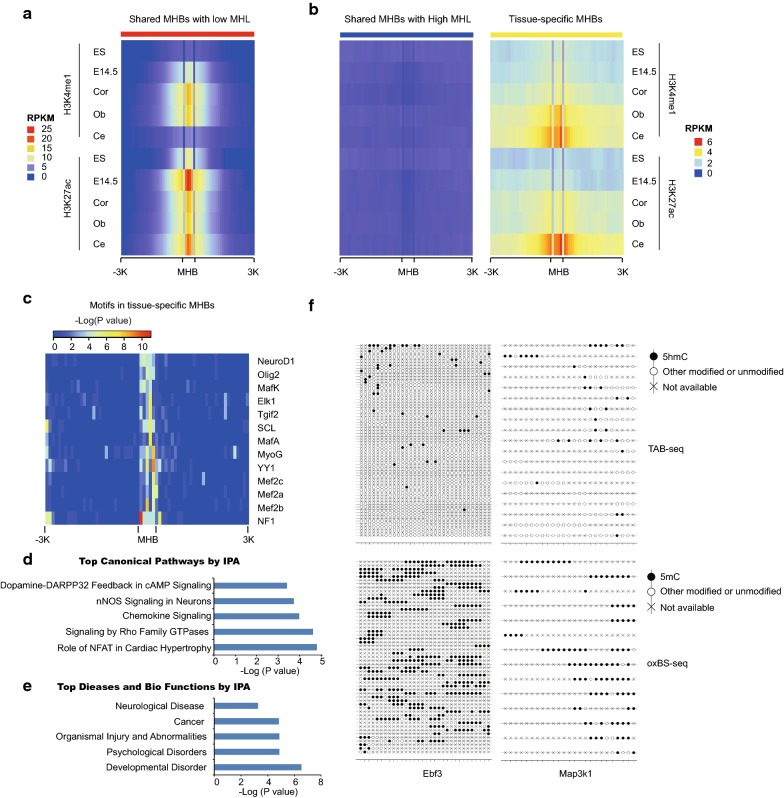
Tissue-specific MHBs resembled the regulatory elements for tissue identity. **a** Heatmap representing the enrichment of H3K4me1 and H3k27ac relative to the shared MHBs with low MHL in adult tissues, mouse embryonic stem cells and the whole brain tissue from E14.5 embryo. **b** The enrichment of H3K4me1 and H3k27ac relative to the shared MHBs with high MHL and tissue-specific MHBs. **c** Transcriptional factor binding motif enrichments near tissue-specific MHBs. **d**, **e** The IPA analyses of the genes overlapped with tissue-specific MHBs found canonical pathways and diseases significantly affected. **f** Lollipop plots showing the 5mC and 5hmC modification of co-hyroxymethylation of neighboring CpGs of a DNA molecule (or a sequencing read) within cerebellum-specific MHBs

### Tissue-specific MHBs resemble the regulatory elements for tissue identity

To further prove whether tissue-specific MHBs are regulatory sequences, we examined them for the enrichment of transcription factor binding motifs. Indeed, consensus motifs for known brain-specific master regulators were significantly enriched in the tissue-specific MHBs. For example, motifs for neuronal development factors NeuroD1, Olig2 and MEF2A, B, and D were specifically identified (Fig. 4c). All of these factors are involved in synaptic differentiation and neural crest differentiation [14, 15]. Next, we used the Ingenuity Pathway Analysis (IPA) to predict functions of the genes overlapped with tissue-specific MHBs. As expected, multiple neuron development-related pathways were identified, such as Dopamine-DARPP32 Feedback in cAMP Signaling and nNOS Signaling in Neurons (Fig. 4d). And further top diseases and biofunctions also supported these genes may involve in neurological disease and cancer (Fig. 4e).

We further evaluated whether tissue-specific MHB blocks will detect the small differences in subpopulations within tissue. We integrated the data of single-cell RNA profiling of the mouse cerebellum [16]. Among the genes overlapped with cerebellum-specific MHBs, Ebf3 and Map3k1 have been shown as top ten highest expressed genes in cerebellum granule precursor cells. As shown in Fig. 4f, a small percentage of reads showed co-hyroxymethylation of neighboring CpGs within cerebellum-specific MHBs of the two important genes for small subpopulations in cerebellum. Collectively, tissue-specific MHBs may correspond to the regulatory elements for tissue identity.

## Discussion

A recent study showed that the identification of methylation haplotype blocks aids in the deconvolution of heterogeneous tissue [7]. Herein, we extended the established analysis of co-methylated CpG patterns with the oxBS-seq data. Although the mathematical representations are identical, one major difference is that the oxBS-seq method can unbiasedly measure the 5mC level instead of the sum of 5mC and 5hmC for the BS-seq data. Additionally, we also extended the analysis to TAB-seq data; one major difference is that co-hydroxymethylation analysis must focus on gene body regions since the 5hmC level is extremely low beyond gene body regions and within the error range of the TAB-seq method. These regions will be false positively called as co-hydroxymethylation regions with low modification level if included. Future studies will be required to precisely define the cell-type-specific co-methylation/co-hydroxymethylation patterns in the heterogeneous brain tissues.

Herein, we found that oxidization of 5mC to 5hmC at block level as potential regulatory elements can better separate three closely related brain tissues. There are two possible explanations: (1) BS-seq cannot capture the oxidation of 5hmC to 5hmC without changing the overall cytosine modification level and (2) consideration of coordinated methylation and hydroxymethylation of neighboring CpGs allowed for the detection of small differences between tissue types which could be important markers for small subpopulations in these tissues.

Furthermore, recent studies [17] propose that epigenetic changes could result from prior events dictated by genetic information, such as TF binding. The methylated DNA binding factors, the potential pioneer factors, may bind chromatin (highly methylated) and turn it into a regulatory element through the turnover to 5hmC [18]. Consistently, a recent study showed that many members of TFs, such as NeuroD1 and the extended homeodomain family, preferred to bind to mCpG-containing sequences. And TFs that preferred mCpG are commonly involved in embryonic and organismal developmental processes [19]. Strikingly, in our study, NeuroD1 and homeodomain TF, TGIF2, are also identified in the tissue-specific MHBs. Thus, these transcription factors may act as the pioneer factors in establishing the regulatory elements for tissue identity. However, at this point, we do not show that this phenomenon can go beyond correlation. The genetic deletion of the potential pioneer factors would be needed to further support this hypothesis. Investigation is also warranted to determine whether the presence of hydroxymethylation is actually involved in the activity of these potential regulatory elements through specific readers. Additionally, pronounced reciprocal 5mC and 5hmC changes are also identified at cancer-related genes during tumorigenesis [20]. Thus, the theoretical framework can be applied to identify the biomarkers for cancer-specific pathologies that may be valuable in further understanding cancer biology, diagnosis and therapy. Moreover, it will be vital in future studies to use methods that distinguish 5mC from 5hmC, such as oxBS-seq, when profiling DNA methylation in the genome.

## Conclusion

We presented the first dataset that allows for a clear separation of 5mC and 5hmC at the single-molecule level (or a sequencing read) across the whole genome. We showed that oxidation of 5mC to 5hmC can occur in a coordinated manner in mouse brain tissues and identified haplotype blocks for both 5mC and 5hmC. Furthermore, through examining the co-localization with markers of enhancers in mouse embryonic and adult tissues, the enrichment of TF motifs and through pathway analysis, we revealed an interesting phenomenon that shared MHBs with low methylation (MHL) tend to overlap with enhancers active during brain development, whereas tissue-specific MHBs (among the three brain regions) tend to co-localize with enhancers active in adult brain. Collectively, our results provide new insights into the role of coordinately oxidized 5mC to 5hmC as distal regulatory elements may involve in regulating tissue identity.

## Methods

### Tissue samples and genomic DNA extraction

The cerebellum, cortex and olfactory bulb were dissected from an 8-week-old female C57Bl/6 mouse. The cortex tissue came from the whole cerebral cortex excluding the hippocampus regions. The cerebellum and olfactory bulb tissues came from the whole tissues, respectively. The tissues for the technical replicates were from independent mice, and at least two replicates were included in the different assays as indicated. Genomic DNA was isolated using a DNA extraction kit (Qiagen, Cat#: 51306) according to the manufacturers’ instructions.

### LC–ESI–MS analysis

The LC–ESI–MS analysis was performed according to our previous study [20]. Briefly, the percentages of 5mC and 5hmC were calculated by the following formula, where M (cytosine), M (5mC) and M (5hmC) are the molar quantities of cytosine.

$$5{\text{mC \% }} = \frac{{{\text{M}}\left( {5{\text{mC}}} \right)}}{{{\text{M}}\left( {\text{cytosine}} \right) + {\text{M}}\left( {5{\text{mC}}} \right) + {\text{M}}\left( {5{\text{hmC}}} \right)}} \times 100$$

$$5{\text{hmC \% }} = \frac{{{\text{M}}\left( {5{\text{hmC}}} \right)}}{{{\text{M}}\left( {\text{cytosine}} \right) + {\text{M}}\left( {5{\text{mC}}} \right) + {\text{M}}\left( {5{\text{hmC}}} \right)}} \times 100$$

### oxBS-seq

The sequencing libraries were constructed as described [9] with minor modifications. Briefly, genomic DNA (0.5–1 μg) was end-repaired, A-tailed and ligated to methylated adaptors following the manufacturer’s instructions. The ligated fragments were then purified using the Bio-Rad Micro Bio-Spin P-6 SSC column (SSC buffer). After the purification, the samples were denatured using 1 M NaOH and oxidized using an oxidant solution (15 mM KRuO_4_ in 0.05 M NaOH). After the purification, the DNA underwent bisulfite conversion using the EZ DNA Methylation Gold kit (Zymo Research) according to the instruction manual. The library was sequenced using Illumina HiSeq X Ten. The paired reads were uniquely mapped to the reference genome (mm10, UCSC) by Bismark. The efficient conversion of 5hmC to uracil was calculated by a spiked 5hmC control from Zymo Research (Cat#: D5405).

### TAB-seq

The sequencing libraries were constructed as described [6] with minor modifications. Briefly, genomic DNA, with spike-in controls, was glycosylated and oxidized using the kit from Wisegene (Cat#: K001). Then, the DNA underwent bisulfite conversion using the EZ DNA Methylation Gold kit (Zymo Research) according to the instruction manual. The library was sequenced using Illumina HiSeq X Ten. The paired reads were mapped uniquely to the reference genome (mm10, UCSC) by Bismark. The efficient conversion of unmodified cytosine to uracil and the efficient conversion of 5mC to 5caU/U were calculated using spiked M.SssI-treated lambda DNA.

### The associations between the biological replicates for TAB-seq and oxBS-seq

The 5hmC and 5mC levels of the biological replicates were calculated in 1 Mb regions throughout the genome. Then, a hierarchical cluster analysis was performed using hcluster in R with ward.D methods.

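Hierarchical clustering of the 1 Mb levels with Euclidean distance and the ward.D method in R was run separately for the 9 TAB-seq and the 7 oxBS-seq libraries over 2581 bins. Cut into 3 clusters, both trees put the libraries of cortex, olfactory bulb and cerebellum into a cluster each, without exception. Cut into 2 clusters, both trees set cerebellum apart from cortex and olfactory bulb together. The distance for the clustering is not named in the text. The oxBS-seq libraries were averaged from 100 kb bins to 1 Mb before the clustering.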

### Quantification of the 5hmC and 5mC levels of each CpG site

The 5hmC level or the 5mC level of each CpG site was calculated using the same methods as described [20]. Briefly, a binomial distribution model was performed to calculate the significance for the hydroxymethylation or methylation. Only sites with Benjamini–Hochberg-corrected binomial *P* value ≤ 0.05 and reads coverage ≥ 5 were considered hydroxymethylated or methylated. We counted the number of “C” bases from the sequencing reads as hydroxymethylated or methylated (denoted as *N*_C_) and the number of “T” bases as unmodified (denoted as *N*_T_). The hydroxymethylation level or methylation level was estimated as *N*_C_/(*N*_C_ + *N*_T_).

### The enrichment scores of the 5hmC- and 5mC-modified sites in the different genomic regions

The enrichment score was calculated by the following formula: the enrichment score_in the genomic element_ = log2 (# called modified sites_in the genomic element_/# expected). # expected was computed as: # called modified sites_in the genome_ × # CpG sites_in the genomic element_/# total CpG sites_in the genome_. # denotes the number of sites.

### Identification of the genes that enriched the co-modified CpG sites

First, the CpG sites that were simultaneously identified as 5hmC- and 5mC-modified sites were determined as the co-modified CpG sites. Then, the enrichment score of the sites in each gene was calculated by the following formula:

The enrichment score_in the gene_ = log2 (#the co-modified CpG sites)_in the gene_/# expected). # expected was computed as: # the co-modified CpG sites_in the genome_ × # CpG sites_in the gene_/# total CpG sites_in the genome_. # denotes the number of sites.

### Identification of the methylation haplotype blocks (MHBs)

The MHBs were identified as described [7] with minor modifications. Briefly, the mouse genome was split into non-overlapping ‘sequenceable and mappable’ segments using the oxBS-seq data from the mouse cerebellum, cortex and olfactory bulb tissues. The “sequenceable and mappable” segments are defined as the high-quality mapping regions which were assembled from the pair-end reads. The mapped reads from the oxBS-seq datasets were converted into methylation haplotypes within each segment. The methylation linkage disequilibrium was calculated on the combined methylation haplotypes. We then partitioned each segment into MHBs. Candidate MHBs were defined as the genomic region in which the LD *r*^2^ value of two adjacent CpG sites was no less than 0.5. Then, the LD *r*^2^ matrix of the segments was calculated. The candidate MHBs were extended if the LD *r*^2^ value of the CpG sites in the segments was no less than 0.5.

### Identification of the hydroxymethylation haplotype blocks (hMHBs)

We identified hMHBs using the similar theoretical framework as MHBs with minor modifications. Briefly, for TAB-seq data, the readout of both methylated and unmodified sites will be “T,” while the readout of hydroxymethylated sites will be “C.” Thus, we focused on the gene body regions which enriched 5hmC modifications to identify the co-hydroxymethylation blocks (hMHBs). In this way, we can avoid the false positively called as co-hydroxymethylation blocks for the highly methylated regions (such as intergenic regions) and unmethylated regions (such as promoter regions and CpG islands) with TAB-seq data. Additionally, the average 5hmC level of each called CpG sites is lower than the average 5mC level; thus, we tried different cutoffs for the LD *r*^2^ score of linkage disequilibrium two adjacent CpG sites hydroxymethylation.

### The coordination between the hMHBs and MHBs in gene body regions

The coordination analysis was performed by random sampling method. First, the same amount of regions with same length distribution as MHBs within gene body regions were randomly sampled and repeated 10,000 times. Then, the overlap between randomly sampled regions and the hMHBs was calculated as the expected number of overlapped blocks between hMHBs and MHBs within gene body regions. Statistical significance was calculated by hypergeometric test.

### Enrichment analysis of the methylation haplotype blocks for known genomic regulatory elements

The enrichment analysis was performed by random sampling as previously described [21]. Genomic regions with the same number of MHBs and CpGs were randomly sampled within the mappable CpG regions and repeated 10,000 times. Then, we obtained the expected MHBs in the genomic element. All of the genomic coordinates were based on the mm10 mouse genomic sequence.

The enrichment score was calculated by the following formula:

The enrichment score_in the genomic element_ = log2 (# called MHBs_in the genomic element_/# expected).

### Methylation haplotype load (MHL)

The MHLs were identified as described [7], which is the normalized fraction of methylated haplotypes at different lengths.

### Identification of tissue-specific MHBs

The tissue-specific MHBs were identified as described [7] with minor modifications. To investigate the tissue-specific MHBs, the tissue-specific index (TSI) was defined. An empirical threshold TSI > 0.6 was used to define the tissue-specific MHBs.

$${\text{TSI}} = \frac{{\mathop \sum \nolimits_{j = 1}^{n} 1 - \frac{{10^{{{\text{MHL(}}j )}} }}{{10^{{{\text{MHL}}\left( {\hbox{max} } \right)}} }}}}{n - 1}$$

where *n* indicates the number of the tissues, MHL(*j*) denotes the MHL of *j*th tissue and MHL max denotes the MHL of the highest methylated tissue.

### Enrichment analysis of the MHBs for the co-modified CpG sites

First, the co-modified CpG sites in each MHB were calculated. Then, the enrichment score of the co-modified CpG sites in each MHB was calculated by the following formula:

The enrichment score_in the MHB_ = log2 (#the co-modified CpG sites)_in the MHB_/# expected). # expected was computed as: # the co-modified CpG sites_in the genome_ × # CpG sites_in the MHB_/# total CpG sites_in the genome_. # denotes the number of sites.

### Motif analysis

We searched for the enrichment of known motifs using the Homer tool [22]. To search for the motifs within a single tissue, we used default parameters with a fragment size for motif searching of 200 bp.

### External datasets

According to the H3K4me1 and H3K27ac marks, two types of enhancers were distinguished as follows: active enhancers that were simultaneously marked by a distal H3K4me1 and H3K27ac and poised enhancers that were solely marked by a distal H3K4me1. The H3K4me1 and H3K27ac peaks of the adult mouse cortex, olfactory bulb and cerebellum tissues were acquired from the ENCODE project.

## Additional files

**Additional file 1.** Characteristics of MHBs in mouse brain tissues by base-resolution hydroxymethylome and methylome in the mouse brain tissue.

**Additional file 2.** Summary of single-base 5mC and 5hmC sequencing using oxBS-seq and TAB-seq.

**Additional file 3: Table S3.** Methylation haplotype block regions (mm10).

**Additional file 4: Table S4.** The classifications of MHBs.

**Additional file 5: Table S5.** Hydroxymethylation haplotype blocks (mm10).

How the deposited data were processed for this re-analysis (not part of the article)

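Levels of 5hmC and 5mC were compared between cortex, olfactory bulb and cerebellum of female mice at 8 weeks of age. TAB-seq libraries (3 per tissue) gave 5hmC, and oxBS-seq libraries (3 of cortex, 2 of olfactory bulb and 2 of cerebellum) gave 5mC. Each library was assigned to its tissue and replicate from the labels of the samples. The paper describes the replicates as independent mice. The RNA-seq libraries, the haplotype blocks, the enhancers and the single CpG sites were not analysed here, since the values used were levels in bins.

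The authors mapped the reads uniquely to mm10 with Bismark, called modified sites with a binomial model, and deposited for each library the level per bin as a fraction from 0 to 1, with no count of reads and no coverage. How the reads or sites of a bin were combined is not stated in the text. The 5hmC fractions came in 2641 bins of 1 Mb and the 5mC fractions in 26327 bins of 100 kb. The bins were checked against the lengths of chromosomes 1 to 19 and X in GRCm38, the build of the reference used here, with the last bin of each chromosome ending within 1 Mb of the chromosome's end, and no bins of chromosome Y or of the mitochondrial genome were in the tables. Because the depth is unknown, the precision of a level was judged only from the SD between libraries of the same tissue.

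From there, bins listed at 0 or 1 in any library of an assay were left out. The 100 kb bins of 5mC that remained (25664) were averaged without weights into 1 Mb bins, which gave 2581 bins shared by both assays. Genome means are unweighted means over these bins. Differences in means between tissues were tested with two-sided exact permutation tests, in which the smallest p is 0.1 for 3 libraries against 3 and for 2 against 3, and 0.333 for 2 against 2. The separation of the tissues was the mean distance (1 minus Pearson's r across bins) between tissues minus that within tissues, with a one-sided exact permutation test over all splits of the libraries. Levels per bin were tested with limma 3.58.1 in R 4.3.3 on log2(level/(1 − level)), with 1 fit over the 3 tissues per assay and Benjamini-Hochberg adjustment. For a given assay and pair of tissues, the standard error was the same in all bins listed for the largest changes. The sum of 5mC and 5hmC was estimated per bin in 1 model over the libraries of both assays on the fraction scale, as the sum of the effects of the 2 assays. Principal components and ward.D clustering used the levels themselves. Gene positions came from GENCODE release M 21, and the share of a bin covered by genes, its GC content and its CpG sites were computed from that annotation and the GRCm 38 sequence. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the other computations and matplotlib 3.10.9 for the plots.

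The limma test was tested on simulated data, in which 200 bins per run were changed by a known amount on the log2 ratio scale. A change of 0.5 was found in 100% of the changed bins for 5hmC and 99% for 5mC, and a change of 0.2 in 38.5% and 11.5%. Among the unchanged bins, between 2 and 12 were called per run. A comparison of simulated tissues without a change gave 0 calls. The simulated noise was independent between bins and libraries, as limma assumes, with no shift of a whole library. The runs thus cannot show how often such shifts would give false calls in the real libraries.

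The bins named in the text are those of the loci the paper names and, for each assay and pair of tissues, the 3 bins with the largest rise and the 3 with the largest fall in mean level among those with an adjusted p-value under 0.05 in which every library of one tissue lay beyond every library of the other. The alternatives were the median over bins in place of the mean, autosomes only, other distances, the fraction scale, levels centred on each library's median, all bins with levels limited to 0.001 to 0.999, limma's trend and robust options, the 100 kb bins, only bins wholly inside a region, protein-coding genes only, weights per assay, the replicate number as a block, and leaving out each library in turn. For oxBS-seq, the replicate numbers of the labels and the numbers in the deposited library names differ for olfactory bulb and cerebellum. The labels' numbers were used, and the other numbers only as an alternative block. Sequencing batches are not given in the labels used here.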

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

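The results in this part are differences between the 3 tissues in a contrast measured within each library. The printed spread is the highest minus the lowest tissue mean. Splits were compared on another measure, the sum over groups of the squared deviation of the group mean from the mean of all libraries, weighted by group size. A split with a spread as large is one as large in this sum. The split test of the correlation with gene share and the subtraction of a background for the ratio by gene share were chosen only after the result was seen, and the comparison of the X chromosome with autosomal bins of matched 5hmC was chosen after the first results on the X chromosome. No tissue had more than 3 libraries per assay, too few to test whether a single library lay far from the others. Read depth, mappability and sequencing batches could not be examined with the values used here, so none of these patterns is called biological.

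5hmC on the X chromosome (168 bins) was 0.0774 ± 0.00464 in cortex, 0.0646 ± 0.00328 in olfactory bulb and 0.0402 ± 0.00149 in cerebellum (SD, n = 3 each), against 0.169, 0.150 and 0.0987 on the autosomes (2413 bins). The X chromosome minus the autosomes was -0.0917 ± 0.00523 in cortex, -0.0857 ± 0.00193 in olfactory bulb and -0.0585 ± 0.00179 in cerebellum, a spread of 0.0332 between the highest and the lowest tissue. The real split was the only 1 of the 36 splits with each replicate number once per group that gave a spread as large. On the log2 scale, where a difference in the overall 5hmC level of a tissue would leave the contrast unchanged, it was -1.13, -1.22 and -1.30, and only 1 of 36 splits gave a spread as large, but the order of the tissues was the opposite. The deficit was smallest in cerebellum as a difference and largest there as a ratio, so which tissue has the larger deficit depends on the scale. After a linear model on gene share and base composition, fitted to the autosomal bins, 78.4% of the deficit was left in cortex, 75.3% in olfactory bulb and 59.9% in cerebellum. A few very low bins on the X chromosome are not the explanation either, since the deficit in medians was at least 101% of the deficit in means in each tissue. A deficit of 5hmC that belongs to the X chromosome of these female mice remains as a hypothesis.

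5mC on the X chromosome minus the autosomes was 0.0471 ± 0.00133 (SD, n = 3) in cortex, 0.0343 ± 0.00147 (SD, n = 2) in olfactory bulb and -0.0160 ± 0.00159 (SD, n = 2) in cerebellum, a spread of 0.0631. Of the 105 splits of the 7 libraries, only 1, the real one, gave a spread as large. From cortex to cerebellum 5mC rose by 0.0583 on the autosomes and changed by -0.00482 on the X chromosome. The model on gene share and base composition left 105% of this difference. Per tissue, the X chromosome minus the autosomes became 0.00990 in cortex (21.0% left), -0.00642 in olfactory bulb and -0.0563 in cerebellum (351%). The model thus removed most of the higher 5mC on the X chromosome in cortex and all of it in olfactory bulb. Autosomal bins with the same low 5hmC in cortex (113 distinct bins matched to the 168 bins of the X chromosome) rose by 0.0102, which is 76.2% of the way from the autosomes to the X chromosome. A candidate explanation is therefore that bins with little 5hmC in cortex gained little 5mC in cerebellum, on the X chromosome as elsewhere.

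The bin with Gsk3b exceeded chromosome 16 in 5hmC by 0.0279 in cortex, 0.0318 in olfactory bulb and 0.0169 in cerebellum, a spread of 0.0148. Only 1 of 36 splits, the real one, gave a spread as large. On the log2 scale the contrast was 0.21, 0.26 and 0.22, and 7 of 36 splits gave a spread as large. The lower overall 5hmC level of cerebellum may thus account for its smaller difference, and no difference particular to this locus was detected.

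The region of Fig. 1d minus chromosome 8 in 5hmC was -0.0109 ± 0.00143 in cortex, -0.00531 ± 0.0010 in olfactory bulb and -0.00197 ± 0.000620 in cerebellum (SD, n = 3 each), a spread of 0.00889. Only 1 of 36 splits, the real one, gave a spread as large. On the log2 scale it was -0.095, -0.051 and -0.030, again with 1 of 36 splits as large, so the overall level of the tissues does not account for it. The region includes bins with little 5hmC at both ends. Over the bins wholly inside it the difference was 0.0156 in cortex, 0.0220 in olfactory bulb and 0.0212 in cerebellum, so the order of the tissues depends on the bins at the ends.

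The correlation across bins between 5hmC and the share covered by genes was 0.553 in cortex, 0.520 in olfactory bulb and 0.597 in cerebellum, a spread of 0.0768. Only 1 of 36 splits, the real one, gave a spread as large. The difference in 5hmC between the 258 bins with the highest and the 258 with the lowest gene share was 0.0811 ± 0.00345 in cortex, 0.0842 ± 0.00297 in olfactory bulb and 0.0819 ± 0.00191 in cerebellum, and 14 of 36 splits gave a spread as large. As a log2 ratio it was 0.78, 0.91 and 1.45, with 1 of 36 splits as large. A loss of 5hmC of similar size in genic and other bins would give this pattern. An added background that differs between tissues does not account for it. With each library's lowest 1% of bins subtracted as a background (0.0203 in cortex, 0.0146 in olfactory bulb and 0.0143 in cerebellum), the log2 ratio was 0.90, 1.03 and 1.80, further apart than before. To reach the ratio of cerebellum, the background of cortex would have to be 0.0673, more than 3 times the level of its lowest 1% of bins.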

How the results depend on the processing

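The alternatives were set before the data were examined, and no test in this part was chosen after a result was seen. For 38 results, 347 comparisons with an alternative were made, and in 313 of them the value kept its direction and its side of the threshold, moved by less than the spread between replicates, or, for a number of bins, stayed within 1.5 times the reported number. At least 1 comparison differed for 17 of the 38 results. The differences in genome means and in the Auts2 region have designs in which p cannot fall under 0.05, so an unchanged call there shows no stability. Where values changed, the cause was not tested unless stated.

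With each library's mean over all bins subtracted, the Auts2 region was higher in 5hmC in cerebellum than in cortex by 0.0339 and than in olfactory bulb by 0.00920, the reverse of the unscaled levels, and the sum of 5mC and 5hmC differed by 0.0577 between cerebellum and olfactory bulb. Over the bins wholly inside that region, the sum differed by -0.0246 between olfactory bulb and cortex and by 0.0709 between cerebellum and olfactory bulb. Its 5mC difference between olfactory bulb and cortex ranged from -0.0157 to 0.000977 across the 5 fits that each left out one library. The region of Fig. 1d minus chromosome 8 became 0.0212 with only the bins wholly inside, because the bins at its ends were at 0.0214 and 0.0519, and -0.00327 against the median of the chromosome. Against the median of chromosome 16, the bin with Gsk3b was higher by 0.0272 in olfactory bulb and 0.0219 in cerebellum.

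The number of bins that differed in 5mC between olfactory bulb and cortex fell to 1028 with all bins kept. With 100 kb bins, of which there are more, it was 10197, with 19596 for cerebellum against cortex and 11043 for cerebellum against olfactory bulb. The number that differed in the sum between olfactory bulb and cortex was 84 with weights per assay and 838 with each library centred on its median. It was from 55 to 313 over 12 fits, each without 1 TAB-seq library or 1 oxBS-seq library of cortex. The oxBS-seq libraries of olfactory bulb and cerebellum were not left out. Between cerebellum and cortex the number was 1741 with centring and from 581 to 1524 over the same 12 fits. The 1524 came from the fit without the third oxBS-seq library of cortex, and the next highest number was 877. The centred sum was higher in cerebellum in 1350 of the 1741 bins, where the reported count has 103 higher and 694 lower, and against olfactory bulb it was higher in 1229 of 1637 bins, where the reported count has 27 higher and 1107 lower. With centring, 5hmC was higher in cerebellum than in cortex in 1298 bins and lower in 1035, against 11 and 2520 without it. Centring removes any difference in overall level, so a nearly even balance of directions in 5hmC is built into it. Because it moved this much, the number of bins with a changed sum is the least settled of the results. The separation of the tissues in 5mC was 0.133 to 0.134 without 1 of the cortex libraries, where 15 splits remain and an exact permutation p = 0.0667 is the smallest possible.

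The correlation of 5hmC with gene share was 0.583 in cortex and 0.606 in cerebellum as Spearman's rho. With protein-coding genes only it was 0.534 in cortex, 0.496 in olfactory bulb and 0.592 in cerebellum, and with autosomes only 0.546, 0.502 and 0.588.

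For the named bins (90 results, 1121 comparisons), 1055 comparisons kept the direction and the side of the threshold, 24 became weaker, 15 stronger and 27 reversed. Some comparisons left out a library of the third tissue, which cannot change the difference itself, so the tally overstates stability. All reversals were in bins of genes the paper names, 20 of them with each library centred on its median. The other bins were chosen for large changes without overlap between libraries, so they could hardly reverse. Centring shifts all bins of a comparison alike, so a reversal under it shows only that the bin changed less than the library medians did. With this centring, the log2 ratio change of 5hmC in the bin of Bmpr2 was 0.66 for cerebellum against cortex and 0.80 against olfactory bulb, and that of 5mC was -0.15 against cortex. In the bin of Ebf3, the change of 5hmC was 0.11 for olfactory bulb against cortex, 0.31 for cerebellum against cortex and 0.20 for cerebellum against olfactory bulb, and that of 5mC was -0.044, -0.14 and -0.10. In the bin of Dnah2 these values were 0.014, 0.43 and 0.41 for 5hmC and -0.14, -0.18 and -0.036 for 5mC. 5hmC in the bin of Map3k1 changed by 0.35 for cerebellum against cortex and 0.086 against olfactory bulb. In the Fhit bin from 11000001 to 12000000, 5hmC changed by 0.27 for cerebellum against cortex and 0.28 against olfactory bulb. In the Fhit bin from 10000001 to 11000000, it changed by 0.040 for olfactory bulb against cortex. In the other bins of Fhit, 5hmC stayed lower in cerebellum than in cortex and olfactory bulb, also in the bin from 10000001. When each TAB-seq library was left out, 5hmC in the bin of Bmpr2 ranged from -0.042 to 0.025 for cerebellum against olfactory bulb. In the bin of Map3k1, 5hmC ranged from -0.018 to 0.061 for olfactory bulb against cortex. 5mC there ranged from -0.12 to 0.032 over 3 fits, each without 1 oxBS-seq library of cortex. All of these changes were close to 0.

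5hmC in bins smaller than 1 Mb was not run, since the levels are per 1 Mb, and the block by library number was not run for 5hmC, where these numbers equal those of the labels. The depth behind each bin is unknown, so a filter on coverage was not possible.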

Differences from the paper's values

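The genome means were compared with the values of Fig. 1b. No value was more than 1.5 times the other, a limit that 5mC levels this near to 1 can hardly pass, and all 3 5mC means here were higher than the values read from the figure by more than the SD between libraries (0.0147, 0.00285 and 0.0114). The paper's 5hmC levels were about 0.16 in cortex, about 0.14 in olfactory bulb and about 0.10 in cerebellum (Fig. 1b, read by eye), against 0.163, 0.145 and 0.0949 here, and its 5mC levels were about 0.65, about 0.67 and about 0.69 (Fig. 1b, read by eye), against 0.677, 0.707 and 0.731.

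The paper describes 5hmC as extremely low between genes. In bins of 1 Mb of which genes cover at most 5%, the 5hmC level was 0.113 in cortex, 0.0939 in olfactory bulb and 0.0458 in cerebellum, against 0.196, 0.183 and 0.130 in bins of which genes cover at least 95%.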

Other observations

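The counts of other splits and the test of background in TAB-seq were chosen only after the results were seen, and the test of long genes at matched GC content was chosen after the result on base composition. The other tests were written before their results.

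Of the 36 splits of the 9 TAB-seq libraries with each replicate number once per group, 1, the real one, gave as many bins with a difference in 5hmC among the groups (2555). Of the others, 3 that kept the cerebellum libraries together and mixed cortex with olfactory bulb gave between 2351 and 2375 bins, 1 gave 4 bins, and 31 gave 0 bins at the adjusted threshold and between 0 and 975 at an unadjusted p under 0.05. Most of the bins counted among the 3 tissues thus differ between cerebellum and the other 2. For each pair of tissues, 1 of the 4 splits that part the same-numbered libraries gave as many bins, the real one, and the others gave 0. The 6 splits that keep a same-numbered pair together also gave 0. At an unadjusted p under 0.05, these splits gave at most 315 bins for olfactory bulb and cortex, 4 for cerebellum and cortex and 13 for cerebellum and olfactory bulb. With 4 splits the share cannot fall under 0.05, so for single pairs the tissue difference cannot be told apart from an accident of grouping by this count. In splits that mix tissues, the tissue differences also enter the spread within groups, which lowers the counts. The low counts therefore do not show how many bins would be called falsely between like groups.

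If the lower 5hmC in cerebellum came from a lower background in its TAB-seq libraries, subtracting each library's lowest 1% of bins as a background would remove the difference. After it, 91.2% of the difference between cerebellum and cortex was left. Bins with little 5hmC may hold real 5hmC, so this background is an upper bound.

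The differences in 5mC and 5hmC between tissues opposed each other across bins. Conversion of 5mC to 5hmC at a constant total would give changes of equal size in each bin, and the slope tests only how they vary between bins. The major-axis slope was -1.30 for olfactory bulb minus cortex, -1.28 for cerebellum minus cortex and -1.13 for cerebellum minus olfactory bulb, within the range set before the test. After adjustment for gene share, GC content and CpG density, r was -0.695, -0.721 and -0.783, against -0.691, -0.723 and -0.777 before it. These properties accounted linearly for at most 4.58% of the variance of the 5hmC differences and 9.90% of that of the 5mC differences, so the adjustment had little to remove, and other shared properties were not tested. Incomplete oxidation in oxBS-seq, which would leave 5hmC to be read as 5mC, was not tested, nor was variation between mice that both assays could share. The mean changes were -0.0185 for 5hmC and 0.0301 for 5mC from cortex to olfactory bulb, -0.0683 and 0.0541 from cortex to cerebellum, and -0.0498 and 0.0240 from olfactory bulb to cerebellum. Conversion between the 2 forms may contribute to the variation between bins at these slopes, as a hypothesis. The genome mean of the total differed by 0.0117 ± 0.0182 between olfactory bulb and cortex. Between cerebellum and cortex it differed by -0.0141 ± 0.0209, also within the error, but by -0.0273 ± 0.0214 with the median over bins. With 1 library left out at a time, this difference in means ranged from -0.0226 to -0.00608. Between cerebellum and olfactory bulb the genome mean of the total differed by more than the error (-0.0258 ± 0.0126). The total per bin differed in 154, 797 and 1134 bins for these pairs (adjusted p under 0.05, limma). A constant total is thus not ruled out for the genome mean of olfactory bulb and cortex. The counts argue against it in those bins, although they moved with the processing.

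Against the overall fall, 11 bins had more 5hmC in cerebellum than in cortex, and in 9 of them the libraries of the tissues did not overlap. After subtracting the lowest 1% of bins of each library as a background, 10 bins had no overlap. This background was higher in cortex (0.0203) than in cerebellum (0.0143), so subtracting it could only widen these differences, and the pattern cannot be told apart from a difference in background by this test. Genes of at least 500 kb covered a mean share of 0.550 of these bins, against 0.144 in 10000 random lists of bins matched on gene share (percentile 100). Their GC content was 0.393 against 0.424 in the lists (percentile 0.03), so base composition remains as an explanation. In lists matched on gene share and GC content, the share in long genes was 0.243 (percentile 100). Long genes may keep or gain 5hmC in cerebellum, although the largest falls were also in long genes such as Ptprd and Nkain2.

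The paper's table of tissue-specific blocks, as held here, places 1361 blocks in 909 bins. These bins had a mean 5hmC level of 0.151 over the 3 tissues, against 0.125 in the other bins and 0.148 in 10000 lists matched on gene share and CpG content (percentile 100). The difference from the lists is small, and no other explanation was tested.

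In the bins of other genes the paper names, 5hmC fell from cortex to cerebellum, from 0.194 to 0.157 with Bmpr2, from 0.170 to 0.109 with Ebf3, from 0.145 to 0.0998 with Dnah2 and from 0.189 to 0.126 with Map3k1. In the 3 bins of Fhit it fell from 0.175 to 0.0720, from 0.174 to 0.0722 and from 0.228 to 0.147. With each library centred on its median, these directions reversed in the bins of Bmpr2, Ebf3, Dnah2 and Map3k1 and in 1 bin of Fhit. In these bins 5hmC thus fell less than the library medians did.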
